A study of Mus musculus with 8 samples. Its data were reported in "Deficiency of endothelial FGFR1 alleviates hyperoxia-induced bronchopulmonary dysplasia in neonatal mice" (2022).

How the data were processed

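Lung endothelial cells (ECs) of wild-type mouse pups were profiled by bulk RNA-seq at postnatal day 14. The pups had been kept either in room air (normoxia, 21% O2) or in hyperoxia (80% O2) since postnatal day 0. Per the study's methods, lung cell suspensions were first depleted of CD45-positive cells, which are leukocytes, and the cells that bound CD31-coated beads were then collected as ECs. CD31 is a surface protein of ECs. Libraries were read as paired ends on an Illumina NovaSeq instrument. Such an isolate is enriched for ECs, and RNA of other lung cells that pass the beads is counted with it. Each group held 4 libraries, assigned from the sample titles.

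The authors deposited 1 table of whole-number gene counts and 1 table of FPKM (fragments per kilobase of gene length, scaled to the library total) for the same 54532 genes and 8 libraries. The tables gave gene symbols, biotypes, coordinates and a gene length. The aligner, the counting program, the treatment of reads that match several genes and the use of strand were not stated. Of the 54532 gene identifiers, 54495 were found in the GENCODE M21 annotation of mouse build GRCm38, and 53585 of these (98.3%) had the same chromosome, start and end there, so coordinates are given in GRCm38 as the files list them. The gene length equalled the merged exon length of that annotation for 53411 genes (98.0%). The deposited FPKM values equalled the count divided by gene length and library total, times 1 constant per library between 0.974 and 1.02. That relation held within a relative deviation of 4e-08 for genes with more than 20 counts, so both tables carry the same counts. Because the length term is shared by all libraries, FPKM adds no information on differences between libraries and was used only as an alternative. Of the 54532 genes, 24250 had no count in any library.

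Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter at its default settings and the group as the only term. This filter kept 15564 genes, which held at least 99.8% of the counts of every library. P-values were adjusted by the Benjamini-Hochberg method over these genes. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The study had used DESeq2 on the counts, and DESeq2 1.42.0 was run as an alternative. Expression is given as CPM, the count of a gene divided by the TMM-normalized size of its library and scaled to the usual common total. Log2 fold changes are hyperoxia relative to normoxia, and their standard errors (SE) follow from the quasi-likelihood F statistic. Gene lists were tested with camera in limma 3.58.1 on log2 CPM (prior count 2, correlation between genes preset at 0.01), adjusted over the 24 lists. Beside it, fry and camera with an estimated correlation were run, and the mean log2 CPM of each list was compared between groups by an exact two-sided permutation test over the 35 splits of the 8 libraries into 4 and 4. The score of a list in a library is the mean log2 CPM of its members minus their mean in normoxia. Single library measures were compared by exact two-sided permutation tests over all assignments.

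The 24 lists were written from general knowledge before the data were examined, since no pathway database was used. They covered the extracellular signal-regulated kinase (ERK) response, the core and the upstream part of the PI3K-Akt pathway, angiogenesis, p53 targets, NRF2 targets, proliferation, 6 kinds of EC marker and markers of 11 other cell types. The test, the thresholds and the rule for naming genes were also fixed before the data were examined. Genes were named if they belonged to 1 of 3 short lists (FGF receptors and ligands, general capillary markers, aerocyte capillary markers), if they were among the 5 protein-coding genes with the largest rise or the 5 with the largest fall past the threshold with a mean of at least 10 CPM and groups that did not overlap, if they were among the 3 most abundant members of a tested list, or if they served to check the sex of the pups. The exons of named genes were compared with those of all other genes of the annotation to find overlaps, and a gene that overlaps one of the FGF receptors or ligands is named where that is stated.

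The scripts were tested on simulated counts drawn from the means, dispersions and library sizes of the 15564 genes, with 200 genes changed by known amounts. The test called 187 of these (93.5%), all with the right sign, and 6 unchanged genes. The simulated changes were all larger than the fold change threshold, and as many genes rose as fell. Far fewer genes were changed than differed in the data. The simulation therefore does not test changes near the threshold or a large excess of rises. Total counts ran from 16098086 to 18300730 per library. Intervals from counting were not used, because the spread between libraries exceeded counting noise.

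Alternatives were other normalizations, other filters, DESeq2, limma-voom, limma on log2 FPKM, other thresholds, the replicate number as a block, leaving out each library, thinning to the smallest total, protein-coding genes only and the share of counts on Y-linked genes as a covariate. These 4 more were added after the data were seen: the mean score of epithelial, fibroblast or mural markers as a covariate and library totals without the 50 most abundant genes. The epithelial score used 27 markers of alveolar type 1 and type 2 cells, without the 3 that the lists of EC markers or angiogenesis genes also held. The single-cell data of the same study were not analysed here.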

Results

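The data set held bulk RNA-seq libraries of lung ECs from neonatal wild-type mice, 4 from pups reared in normoxia (21% O2) and 4 from pups reared in hyperoxia (80% O2) from postnatal day 0 to day 14. Prolonged hyperoxia after birth is used in mice as a model of bronchopulmonary dysplasia, a chronic lung disease of premature infants in which vessels and alveoli develop poorly. Libraries held 17368328 ± 920158 counts in normoxia and 17837467 ± 212352 in hyperoxia (SD, n = 4 each, exact permutation p = 0.457). The smallest total was 16098086 in normoxia 1 and the largest was 18300730 in normoxia 4. Counts were found for 23647 ± 409 genes in normoxia and 23769 ± 216 genes in hyperoxia (exact permutation p = 0.629). The mitochondrial share of counts was 0.960 ± 0.0755% in normoxia and 1.33 ± 0.0966% in hyperoxia (SD, n = 4 each), without overlap between the groups. The 50 most abundant genes took 12.8 ± 0.0936% of counts in normoxia and 13.2 ± 0.197% in hyperoxia (SD, n = 4 each), also without overlap. Both differences had an exact two-sided permutation p of 0.0286, which is the smallest that 4 against 4 libraries can give.

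Libraries of one group differed by more than counting noise, with a chi-square per degree of freedom of 5.08 to 14.1 over the 6 normoxia pairs and 6.80 to 17.9 over the 6 hyperoxia pairs, so each library was kept as a separate replicate. Pairs across the groups gave 35.3 to 58.9. The correlation of log2 CPM across genes, which are not independent replicates, was 0.983 to 0.990 within groups and 0.955 to 0.975 between groups. The first principal component held 57.8% of the variance and separated the groups, with normoxia libraries between -43.6 and -28.5 and hyperoxia libraries between 20.3 and 42.9. Hyperoxia 3 lay closest to normoxia, at 20.3, while the other 3 hyperoxia libraries lay between 40.2 and 42.9.

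The first question was how many genes differed in ECs between hyperoxic and normoxic lungs. Of 15564 genes tested with edgeR's quasi-likelihood test, 5535 (35.6%) had a Benjamini-Hochberg adjusted p under 0.05, 2875 of them higher and 2660 lower in hyperoxia. With the added requirement of an absolute log2 fold change of at least 1, 1087 genes were called. Of these, 875 (80.5%) were higher and 212 were lower in hyperoxia. The biological coefficient of variation was 0.120. Among the called genes 941 were protein-coding. The number of calls moved most, to the 5535 above, without the minimum fold change. Among the alternatives that kept both thresholds it moved most when a score of epithelial markers, chosen after the data were seen, was added to the model, which left 158 calls, 135 higher and 23 lower. DESeq2 called 1085 genes, and 1061 of these were the same genes as in edgeR.

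**Figure D1:**
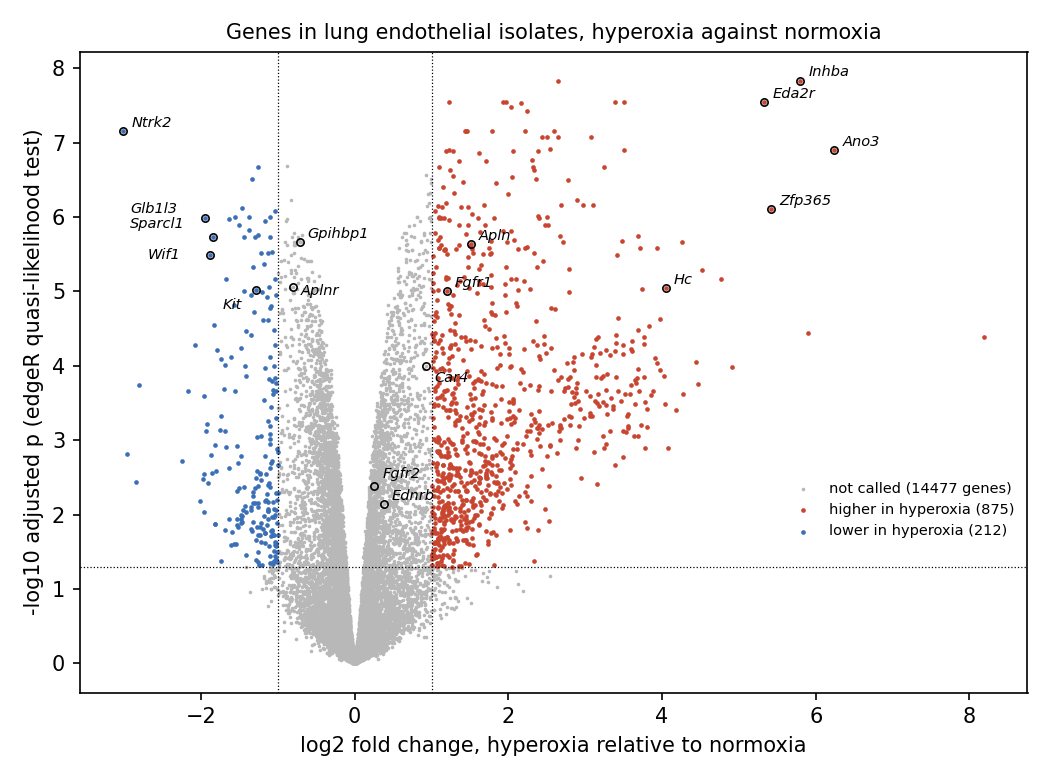
Each point is 1 of the 15564 genes tested. The horizontal axis is the log2 fold change in hyperoxia relative to normoxia and the vertical axis is -log10 of the adjusted p from edgeR's quasi-likelihood test, with dotted lines at the thresholds. The 875 genes called higher are red, the 212 called lower are blue, and open circles mark named genes, Fgfr1 among the higher ones at 1.19.

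The study then asked whether the fibroblast growth factor receptor FGFR1 changed in ECs. Fgfr1 (ENSMUSG00000031565, chromosome 8, 25513654 to 25575718, GRCm38) rose from 44.5 ± 6.90 CPM in normoxia to 102 ± 8.31 CPM in hyperoxia (SD, n = 4 each). Its log2 fold change was 1.19 (SE 0.102) with an edgeR adjusted p of 1e-05, and all 4 hyperoxia libraries (91.9 to 112 CPM) lay above all 4 normoxia libraries (38.0 to 53.3 CPM). Over the alternatives its log2 fold change ranged from 0.96 to 1.29. With the epithelial score in the model it was 1.08 (SE 0.280), and the adjusted p rose to 0.11, the largest over its alternatives, which gave 5.02e-27 at the smallest. Fgfr2 (ENSMUSG00000030849, chromosome 7, 130162451 to 133123350) went from 68.3 ± 2.45 to 81.4 ± 4.96 CPM. That change was small, with a log2 fold change of 0.25 (SE 0.0542), and it was past the p threshold (adjusted p 0.00414) but below the fold change required for a call. The log2 fold change of Fgfr2 was -0.00493 with the epithelial score in the model. In the annotation 3.04% of the exon bases of Fgfr2 overlap Ctbp2 on the same strand, a gene at 63.8 CPM, so part of its count is uncertain. Exons of Fgfr1 overlap only a weakly expressed antisense gene, Gm16159, over 1.66% of their bases.

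Of the other genes in the FGF list, Fgfr3 rose from 158 ± 20.9 to 202 ± 26.2 CPM (log2 fold change 0.36, adjusted p 0.0234) and Fgf1 rose from 86.0 ± 5.05 to 100.1 ± 7.08 CPM (log2 fold change 0.22, adjusted p 0.019). Both were no longer past the p threshold when single libraries were left out. Fgfr3 was also not past it with the replicate number as a block (adjusted p 0.0539). Its adjusted p was at most 0.0686 with 1 library left out, which was hyperoxia 2, and it was also above 0.05 without normoxia 2, normoxia 3, normoxia 4 or hyperoxia 4 (0.0556, 0.0622, 0.0659 and 0.0641). Fgf1 had an adjusted p of 0.0503 without hyperoxia 1 and 0.0578 without hyperoxia 4. Neither gene was past the threshold with the epithelial, fibroblast or mural score in the model, under glmTreat or on unfiltered log2 FPKM. Fgfr4 (2.13 and 3.74 CPM, adjusted p 0.13), Fgfrl1 (log2 fold change -0.19, adjusted p 0.189) and Fgf2 (2.45 and 2.90 CPM, adjusted p 0.338) did not differ beyond the spread between libraries. Fgfr4 reached an adjusted p of 0.0039 without hyperoxia 3, with a log2 fold change of 1.11. Of the 7 genes, 4 were past the threshold over all genes tested and 4 when adjusted over the list alone. The second count is not independent evidence, since the study had drawn attention to Fgfr1 partly from these libraries. An overlap with the antisense gene Nudt6 covers 9.44% of the exon bases of Fgf2, and the gene G630022F23Rik on the other strand covers 13.9% of those of Fgfr3.

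The alveolar capillary network is built from general capillary (gCap) cells and aerocyte capillary (aCap) cells, and the study followed 3 markers of each. All 3 gCap markers fell. Gpihbp1 (ENSMUSG00000022579, chromosome 15, 75596628 to 75599481) went from 464 ± 24.3 to 282 ± 7.43 CPM, a log2 fold change of -0.72 (SE 0.0487, adjusted p 2.19e-06). Aplnr (ENSMUSG00000044338, chromosome 2, 85136225 to 85139923) went from 531 ± 15.2 to 304 ± 30.3 CPM, a log2 fold change of -0.80 (SE 0.0668, adjusted p 8.7e-06). Kit (ENSMUSG00000005672, chromosome 5, 75574916 to 75656722) went from 939 ± 95.4 to 384 ± 59.5 CPM, a log2 fold change of -1.29 (SE 0.109, adjusted p 9.66e-06). All 3 aCap markers rose. Apln (ENSMUSG00000037010, chromosome X, 48025146 to 48034853) went from 323 ± 47.9 to 920.3 ± 75.9 CPM, a log2 fold change of 1.51 (SE 0.103, adjusted p 2.31e-06). Car4 (ENSMUSG00000000805, chromosome 11, 84957786 to 84966044) went from 254 ± 43.1 to 485 ± 39.9 CPM, a log2 fold change of 0.93 (SE 0.110, adjusted p 9.93e-05). Ednrb (ENSMUSG00000022122, chromosome 14, 103814625 to 103844402) changed least, from 224 ± 22.8 to 291 ± 31.4 CPM (log2 fold change 0.38, SE 0.0892, adjusted p 0.0073), and hyperoxia 3 at 248 CPM lay below normoxia 3 at 254 CPM. All SDs are over 4 libraries. Only Kit and Apln also passed the fold change threshold. All 6 were past the p threshold over all genes tested and 6 when adjusted over the list alone. None of the 6 was past it with the epithelial score in the model, and Ednrb changed sign to -0.13. Gpihbp1 (-0.65, SE 0.153) and Apln (1.37, SE 0.289) kept most of their change there, with wider SEs. Kit (-0.72), Aplnr (-0.39) and Car4 (0.52) shrank. The score separates the groups almost as the treatment does, so this loss does not show that epithelial RNA caused the changes.

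**Figure D2:**
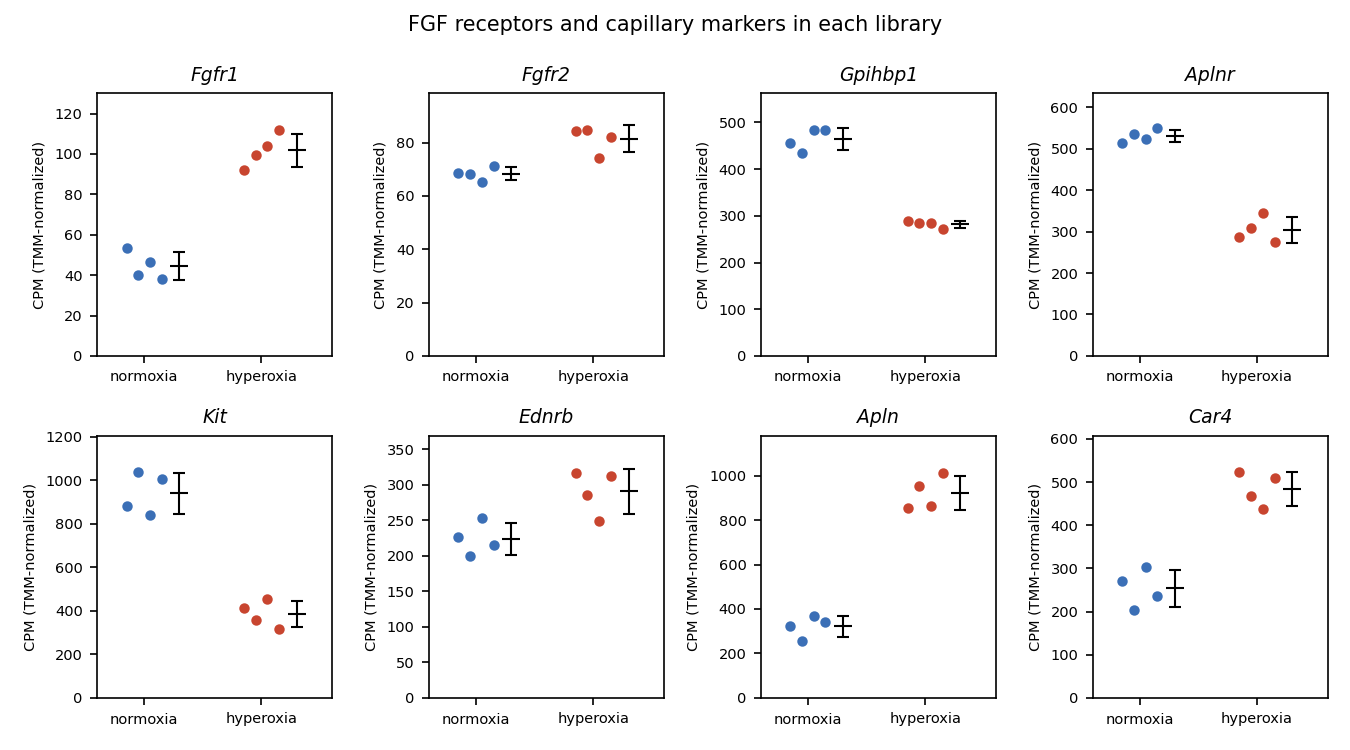
Each panel shows 1 gene, with TMM-normalized CPM on a vertical axis that starts at 0. Points are the 4 libraries of each group, and the black bar gives their mean ± SD. Fgfr1 lies between 38.0 and 53.3 CPM in normoxia and between 91.9 and 112 CPM in hyperoxia, while the groups meet only for Ednrb.

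The 5 largest rises among protein-coding genes of at least 10 CPM were those of Ano3 (chromosome 2, 110655201 to 110950923), Inhba (chromosome 13, 16011851 to 16031621), Zfp365 (chromosome 10, 67886103 to 67912662), Eda2r (chromosome X, 97333840 to 97377216) and Hc (chromosome 2, 34983331 to 35061438). Ano3 went from 0.257 ± 0.189 to 20.03 ± 1.93 CPM, a log2 fold change of 6.24 (SE 0.271). Inhba went from 2.80 ± 0.744 to 156 ± 20.2 CPM, a log2 fold change of 5.80 (SE 0.160). The log2 fold changes of Zfp365, Eda2r and Hc were 5.41, 5.33 and 4.05, and the adjusted p-values of the 5 genes ran from 1.47e-08 to 9.05e-06 in edgeR. Hc varied most within hyperoxia, with 35.03 CPM in hyperoxia 3 and 95.3 to 105 CPM in the other 3 libraries, and with the epithelial score in the model its log2 fold change was 1.22.

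The 5 largest falls were those of Ntrk2 (chromosome 13, 58806569 to 59133970), Glb1l3 (chromosome 9, 26817953 to 26860890), Wif1 (chromosome 10, 121033960 to 121100650), Sparcl1 (chromosome 5, 104079111 to 104113733) and Ankrd63 (chromosome 2, 118699103 to 118703963). Ntrk2 went from 219 ± 4.86 to 27.0 ± 5.35 CPM, a log2 fold change of -3.02 (SE 0.119, adjusted p 6.98e-08). Sparcl1, the most abundant of them, went from 729 ± 38.2 to 203 ± 41.1 CPM, a log2 fold change of -1.85 (SE 0.121, adjusted p 1.83e-06), which was -1.04 with the epithelial score in the model, no longer past the p threshold (adjusted p 0.0534, the largest over its alternatives). Glb1l3, Wif1 and Ankrd63 had log2 fold changes of -1.94, -1.88 and -1.83. SDs are over 4 libraries. By the rule that named these 10 genes, none had overlapping groups.

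The study also asked whether signalling downstream of FGFR1 was raised. The ERK response list had a median log2 fold change of 0.39 over 22 genes and was higher in hyperoxia (camera adjusted p 0.00281). Of its members 13 were higher and 5 were lower at an adjusted p under 0.05, and its abundant members moved apart. Fos went from 745 to 855 CPM (log2 fold change 0.20), Ier3 fell from 770 to 474 CPM (log2 fold change -0.70) and Egr1 did not differ (571 and 600 CPM, edgeR adjusted p 0.64). The 28 core kinases and effectors of the PI3K-Akt pathway did not move as a list, with a median log2 fold change of -0.04 and a camera adjusted p of 0.646, while 5 of them were higher and 6 were lower at an adjusted p under 0.05. Akt1 stood at 346 CPM in normoxia and 334 CPM in hyperoxia (edgeR adjusted p 0.373). The 66 tested genes of the upstream part, which are matrix proteins, integrins and ligands, had a median log2 fold change of 0.61 and a camera adjusted p of 9.83e-10. Of these 48 were higher and 5 were lower, and the most abundant, Col4a1 and Col4a2, had log2 fold changes of 0.50 and 0.59. The adjusted p of this upstream list was 0.0739 with the epithelial score in the model.

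Of the 24 lists, 15 were past a camera adjusted p of 0.05, 13 higher and 2 lower. All 15 held under fry, which also called the airway epithelial markers (adjusted p 0.00663). Only the p53 target list held when camera estimated the correlation between genes (adjusted p 0.0433), and the other 14 had adjusted p-values between 0.318 and 0.445. In exact permutation tests of the mean log2 CPM of each list, 14 of the 24 lists, the airway epithelial markers and 13 of the 15, gave their largest difference in the real grouping. Their two-sided p was 0.0286, the smallest that 35 splits can give, and 0.0490 after Benjamini-Hochberg adjustment. The fibroblast and the mural lists did not reach it (p 0.0571, adjusted 0.0857), because hyperoxia 3 lay below normoxia 1 in both.

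The p53 target list rose most clearly, with a median log2 fold change of 1.35 over 27 genes, 22 of them higher and 3 lower (camera adjusted p 9.96e-11). Cdkn1a went from 168 to 909 CPM (log2 fold change 2.44), while Plk2 did not differ (948 and 833 CPM, edgeR adjusted p 0.149) and Pltp fell with a log2 fold change of -0.45. NRF2 targets were higher (median 0.31, adjusted p 0.000127). The angiogenesis list (median -0.05, adjusted p 0.695) and the proliferation list (median -0.10, adjusted p 0.567) were not past the threshold. The proliferation list depended on normoxia 1, and without it the list was lower with an adjusted p of 0.00495. It also depended on the model. With the epithelial, fibroblast or mural score as a covariate it was higher (camera adjusted p 0.000305, 0.0118 and 5.39e-06). These values and the 0.00495 preset the correlation between genes at 0.01, while its estimate for this list was 0.637. With the estimate and all libraries the camera adjusted p of the list was 0.936. The other settings were not run with an estimate, so neither direction is established.

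Among the lists of EC markers, the 18 pan-endothelial markers did not move together (median -0.04, adjusted p 0.853), with 6 higher and 5 lower at an adjusted p under 0.05. Cdh5 stood at 4121 CPM in normoxia and 4035 CPM in hyperoxia, and Pecam1, which encodes CD31, at 2902 and 2822 CPM. The extended gCap list was lower (14 genes, median -0.55, adjusted p 0.00521) and the extended aCap list higher (15 genes, median 0.57, adjusted p 2.36e-06). Within the gCap list the abundant member Ptprb fell from 3691 to 2488 CPM, Plvap did not differ (1822 and 1835 CPM) and Cd93 rose from 1979 to 2320 CPM. Arterial markers were lower (median -0.24, adjusted p 0.0193), and venous (median 0.51, adjusted p 0.00288) and lymphatic markers (median 0.54, adjusted p 0.00239) were higher.

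Markers of other lung cells were tested because the isolate can contain such cells. Markers of alveolar type 2 (AT2) epithelial cells had a median log2 fold change of 2.99 over 14 genes (camera adjusted p 2.1e-08) and those of alveolar type 1 (AT1) cells a median of 2.52 over 16 genes (adjusted p 4.64e-06). Sftpc, the most abundant AT2 marker, went from 106 ± 31.1 to 1121 ± 476 CPM (SD, n = 4 each), and hyperoxia 3 stood at 419 CPM against 1234 to 1423 CPM in the other 3 hyperoxia libraries. The 3 most abundant AT1 markers, Emp2, Clic5 and Vegfa, did not rise past the threshold, and Vegfa fell (log2 fold change -0.37, edgeR adjusted p 0.00203). Mural and myofibroblast markers (median 1.17, adjusted p 0.00011), fibroblast markers (median 0.79, adjusted p 0.00239), mesothelial markers (median 1.77 over 4 genes, adjusted p 0.0397) and mast cell markers (median 1.83 over 6 genes, adjusted p 0.0437) were also higher. The last of these rested on scarce transcripts such as Tpsb2, at 0.028 CPM in normoxia and 2.13 CPM in hyperoxia, while the abundant Gata2 fell. The mesothelial list was not past the threshold without normoxia 2, normoxia 3 or hyperoxia 2 (adjusted p 0.0602, 0.0611 and 0.0551), and the mast cell list without hyperoxia 1 (0.0619). Lists of airway epithelial cells (median 0.73, adjusted p 0.259), macrophages and monocytes (0.26, 0.314), neutrophils (0.85, 0.292), lymphocytes (0.02, 0.884) and platelets and erythroid cells (-0.62, 0.314) were not past the threshold. For lymphocytes the mean log2 fold change (-0.00776) had the opposite sign to the median and the test.

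**Figure D3:**
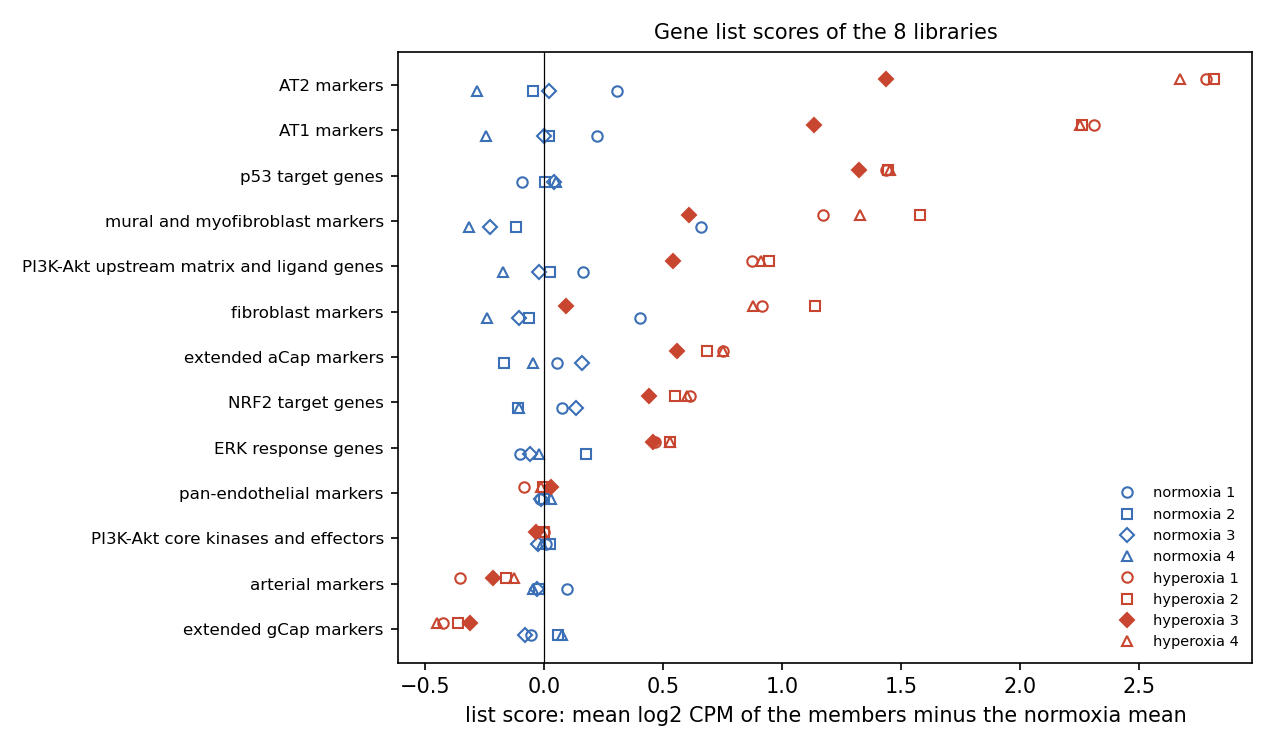
The horizontal axis is the score of a gene list, the mean log2 CPM of its members minus their mean in normoxia, and each row is 1 of 13 lists. Blue symbols are normoxia libraries and red symbols hyperoxia libraries, with 1 symbol shape per replicate number. Hyperoxia 3, filled, is at 1.44 for AT2 markers against 2.67 to 2.81 in the other 3 hyperoxia libraries, and at 1.32 for p53 targets against 1.44 to 1.46.

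The sex of the pups was checked with Xist, which is transcribed in female cells, and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty. The groups overlapped in all 5 genes. Xist had 3 counts in normoxia 2 and 5 counts in hyperoxia 4, and the Y-linked genes had 7 counts together in hyperoxia 3. The other 5 libraries had both, with 8457 to 16982 Xist counts and 1553 to 2413 counts on the Y-linked genes.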

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

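All tests of explanations in this part were chosen after the result was seen. A library was taken up here when its gap to the nearest library of its group exceeded the share of the group's range that chance exceeds in about 1 of 20 groups of 4. Of 112 groups tested, 9 met this, against 5.6 by chance, so some of the 9 are expected without any cause.

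Hyperoxia 3 stood apart from the other 3 hyperoxia libraries in 4 measures. Its score was 1.13 for AT1 markers (2.25 to 2.31 in the others), 1.44 for AT2 markers (2.67 to 2.81) and 1.32 for p53 targets (1.44 to 1.46), and Hc stood at 35.03 CPM (95.3 to 105). The library kept 91.5% of the rise of the p53 targets and 50.9% of the rise of the epithelial markers, which argues against a response weaker by the same share in all genes. Over the 875 genes called higher it kept a median of 73.8% of the rise, over the 212 called lower 88.6% of the fall, and 216 of the higher calls (24.7%) had less than 0.5 of the rise in the other 3 libraries, so a response that was weaker in part of the genes stays open. A mislabelled normoxia library is excluded by its p53 score of 1.32, since normoxia libraries lay between -0.0936 and 0.0493. Of the 27 epithelial markers, 26 (96.3%) were lowest in this library among the 4, but these are the markers whose low score drew attention to it, so the count decides nothing. The library was also lowest of the 4 for fibroblast (0.0923, 0.878 to 1.14 in the others) and mural markers (0.610, 1.17 to 1.58). The same held for mesothelial markers (1.01, 1.59 to 2.12). These lists had not drawn attention to it, and their low scores go with less carry-over. A weaker rise of all these genes would give the same scores, so it and less carry-over cannot be told apart here. Of the 27 epithelial markers 11 reached a mean of 10 CPM over the normoxia libraries and 2 were also in other lists. Sftpc, the most abundant AT2 marker, was at 419 CPM in this library and at 1234 to 1423 CPM in the others. A different state of these genes in the ECs of this library stays open and was not tested. This is also the library with Xist and almost no Y-linked counts, so its sex and its isolate cannot be separated.

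The rise of Hc, whose product is complement component C5, followed the epithelial score. With the score in the model its log2 fold change dropped to 1.22 (SE 0.175, adjusted p 0.00885, with adjusted p-values between 2.49e-25 and 0.00885 over its alternatives). Carry-over that follows the score may explain most of the rise. Whether it explains the whole stays open, because the score separates the groups almost as the treatment does. Hc was also high in normoxia 1, at 6.55 CPM against 4.53 to 4.84 CPM in the other 3 normoxia libraries, and that library had the highest epithelial score in normoxia, 0.275.

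In normoxia 1 the score of the proliferation genes was -0.354 (0.0844 to 0.170 in the other 3) and that of the arterial markers 0.0952 (-0.0439 to -0.0220). The pan-endothelial score of this library was -0.0174 (-0.0103 to 0.0288 in the other 3), but members of that list go both ways. The library also had the highest mural (0.659), fibroblast (0.403) and mesothelial (0.858) scores in normoxia. A different composition of the isolate and a difference in the ECs themselves cannot be told apart with these values. A biological difference between the pups stays open and was not tested.

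In hyperoxia 1 the neutrophil score was 2.08, against 0.0517 to 0.278 in the other 3. All 10 neutrophil markers were highest in this library among the 4, but their score drew attention to it, so that count decides nothing. The same held for 13 of 15 lymphocyte markers and 9 of 15 macrophage and monocyte markers. Together these were 22 of 30 (73.3%), which goes with more leukocytes left after depletion. None of the 10 neutrophil markers reached a mean of 10 CPM over the normoxia libraries, and S100a9 is among the 3 most abundant of them. Normoxia 3 held the same place among normoxia libraries, highest for 25 of the 30. Inflammation in these lungs would give the same values and stays open. Glb1l3 stood at 5.08 CPM in the same library and at 3.83 to 3.96 CPM in the others. No explanation of that value was tested.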

How the results depend on the processing

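The epithelial, fibroblast and mural score covariates and the totals without the 50 most abundant genes were chosen after seeing the data; the other alternatives were planned. Of 87 alternative values for the 3 counts of calls, 65 were within 1.5 times the reported count. Of 224 values for Fgfr1, Fgfr2 and the 6 capillary markers, 210 kept direction and side of the threshold, as did 392 of 416 for the 15 other named genes and 460 of 528 for the 24 lists. Other normalizations, thinning to the smallest total (1068 calls), DESeq2 and limma-voom changed none of the 3 counts by more than that. No normalization shifted the median log2 fold change of all genes by more than 0.1.

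Without a minimum fold change 5535 genes were called, 2875 higher and 2660 lower. On log2 FPKM the calls were 334 (279 higher, 55 lower) with a pseudocount of 1 and a filter, 520 (414 and 106) with 0.1, and 339 (286 and 53) with 1 and no filter. The 2 filtered settings tested 12669 genes and the other 30282, and the cause of the lower counts was not tested. Protein-coding genes alone gave 140 lower calls, by construction. The epithelial score left 158 calls (135 and 23), the fibroblast score 627 (503 and 124) and the mural score 417 (329 and 88). These scores differ between the groups. With them the standard error widened for 22, 20 and 23 of the 23 named genes tested, and the loss of a call does not show that the score caused the change.

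With the epithelial score 9 genes kept their direction but were no longer past the p threshold, with log2 fold changes of 1.08 for Fgfr1, -0.65 for Gpihbp1, -0.39 for Aplnr, -0.72 for Kit, 1.37 for Apln, 0.52 for Car4, -1.04 for Sparcl1, 0.18 for Fgfr3 and 0.00386 for Fgf1. Fgfr2 (-0.00493), Ednrb (-0.13) and Fgf2 (-0.0861) reversed without passing the p threshold, and Fgfr4 (-2.95, adjusted p 0.0391) reversed and passed it. With the fibroblast score Fgfr2 was 0.15, Ednrb 0.22, Fgf1 0.15 and Fgfr3 0.21, all 4 no longer past it, and Fgfr4 reversed to -0.75. With the mural score Fgfr2 was 0.14, Ednrb 0.24, Fgf1 0.16 and Fgfr3 0.03, again no longer past it, and Fgfr4 reversed to -0.84. Fgfr1 stayed past the threshold with these 2 scores. Under glmTreat at a fold change of 1.5, Fgfr2 (0.25), Ednrb (0.38), Fgf1 (0.22) and Fgfr3 (0.36) were no longer past it, since all 4 are smaller than that fold. On log2 FPKM with a pseudocount of 1 and no filter Fgf1 (adjusted p 0.0508) and Fgfr3 (0.0893) were not past it either. Leaving out 1 library gave 1011 to 1287 calls, 821 to 1024 higher and 177 to 263 lower, and 1.12 to 1.29 for Fgfr1, and Fgfr1, Fgfr2 and the 6 capillary markers stayed past the p threshold in each.

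For lists, adjusted p-values are given, here from camera at the preset correlation between genes of 0.01. With the epithelial score the PI3K-Akt upstream (0.0739), gCap (0.223), arterial (0.0602), AT2 (0.582), mast cell (0.67) and NRF2 (0.182) lists were no longer past the threshold, the platelet list was now past it (0.00136), and the angiogenesis (0.287), pan-endothelial (0.309), fibroblast (1.61e-05), mural (0.202), AT1 (0.818), mesothelial (0.582), macrophage (0.359), neutrophil (0.236), lymphocyte (0.202) and proliferation (0.000305) lists reversed. With the fibroblast score the angiogenesis (0.992), pan-endothelial (0.885), fibroblast (0.776), lymphocyte (0.625) and proliferation (0.0118) lists reversed, the mesothelial (0.262) and mast cell (0.109) lists were no longer past the threshold and the platelet list was now past it (0.0327). With the mural score the pan-endothelial (0.884), fibroblast (0.117), mural (0.884), lymphocyte (0.799) and proliferation (5.39e-06) lists reversed, the venous (0.0535), mesothelial (0.861) and mast cell (0.1) lists were no longer past the threshold and the platelet list was now past it (0.0309). Among the reversed lists, the proliferation list was past the threshold as higher with all 3 scores. The fibroblast list was past it as lower with the epithelial score. The score models were not run with an estimated correlation. In the main model that estimate was 0.637 for the proliferation list and 0.53 for the fibroblast list, so these p-values are too small to settle a direction. The ERK and p53 lists stayed past the threshold with all 3 scores. A list adjusted for its own score is left near 0 by construction, with either sign. For the other lists the cause was not tested.

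Without a filter the mesothelial list was at 0.101; with at least 1 CPM in at least 4 libraries it was at 0.105 and the mast cell list at 0.17; with members of at least 1 CPM they were at 0.0965 and 0.411, and the lymphocyte list reversed (0.994). These settings change which scarce members are tested. With protein-coding genes only the mast cell list was at 0.0516. Under fry the airway list was past the threshold (0.00663). With an estimated correlation the PI3K-Akt upstream list was at 0.318, the fibroblast list at 0.445, and the ERK, gCap, aCap, arterial, venous, lymphatic, mural, AT1, AT2, mesothelial, mast cell and NRF2 lists at 0.345. Over leave-one-out settings the ranges were 0.0112 to 0.0611 (mesothelial), 0.013 to 0.0619 (mast cell), 0.00495 to 0.993 (proliferation, past the threshold without normoxia 1 and reversed without normoxia 4), 0.217 to 0.838 (lymphocyte, reversed without normoxia 2, normoxia 4 or hyperoxia 1) and 0.695 to 0.939 (pan-endothelial, reversed without hyperoxia 1).

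Replicate numbers do not pair the libraries. After removal of the group means the correlation across genes of same-numbered libraries was 0.12, 0.04, -0.13 and -0.14, within the -0.25 to 0.28 of other pairs. With the number as a block 1057 genes were called, Fgfr1 was 1.20, Fgfr3 was 0.36 and no longer past the p threshold (adjusted p 0.0539), the mast cell list was at 0.0741 and the lymphocyte list reversed (0.948). Depth limits the genes with few counts: of 54532 genes, 15564 were tested, and without the filter 1438 were called.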

Other observations

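The counts over splits, the tests of depth, sex ratio, gene length and GC content and the medians of fibroblast, mural and epithelial markers beside Fgfr1 were planned. The tests that use marker scores as covariates, the totals without the 50 most abundant genes, the comparisons of the AT2 with the mural score and of pan-endothelial with gCap markers and the test of pooled sexes were chosen only after the results were seen.

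Of the 35 splits of the 8 libraries into 4 and 4, 1 gave as many called genes as the real one, namely itself, and the same held for genes higher (1 of 35), genes lower (1 of 35) and the log2 fold change of Fgfr1 (1 of 35, with 0.77 the largest in another split). The other 34 splits gave 0 called genes with edgeR. Chance is excluded for these 4 results at that resolution. For the number of lists past the threshold, 3 of the 35 splits gave as many as the real one, so chance is not excluded for that number. Other splits gave up to 15 lists, with a median of 8. Those with 15 kept 3 hyperoxia libraries on the same side, so they still carried part of the contrast between the groups. Splits with 2 hyperoxia libraries on each side gave 0 to 9 lists.

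Technical explanations of the number of calls were tested. Thinning all libraries to the smallest total left 1068 calls, which excludes depth. The groups overlapped in 5 of 5 sex-linked genes, but each group held a library with almost no Xist, so the overlap decides little. With the share of counts on Y-linked genes as a covariate 1097 genes were called, 894 higher and 203 lower. This argues against a different sex ratio as the cause of the calls. Of the calls made with totals that leave out the 50 most abundant genes 79.3% were higher, against 80.5% of the reported calls, which excludes those genes as the cause of the excess of higher calls. With the epithelial score in the model 85.4% were higher, but of only 158 calls, and for the excess this score and hyperoxia cannot be told apart, because the score differs between the groups. The log2 fold change had a Spearman rho across genes of 0.00430 with gene length and 0.0866 with GC content of the longest transcript, known for 99.9% of genes tested. Genes are not independent replicates. Both rho are small across all genes tested, but neither was computed among the called genes. A length or GC bias limited to the calls is therefore not excluded.

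The rise of AT1, AT2, fibroblast, mural and mesothelial markers raises the question of what the isolate contained. A lower share of ECs would raise, all alike, the markers of the other cells that leukocyte depletion leaves, but the AT2 score exceeded the mural score by a mean of 1.25 in hyperoxia, where each library lay above the -0.350 to 0.248 of normoxia. This argues against a lower EC share as the whole cause. More epithelial and stromal RNA in hyperoxic isolates is left as a candidate explanation, and a change of these genes within ECs is another. In normoxia 8 of 16 AT1 markers, 5 of 14 AT2 markers, 6 of 18 fibroblast markers and 2 of 16 mural markers reached a mean of 10 CPM, so the EC isolate holds these transcripts without hyperoxia too. A lower share of ECs would also lower the pan-endothelial markers as far as the 3 gCap markers that the study followed. The planned median of that list decides nothing, since its members go both ways, but only 1 of its 18 markers fell as far as Gpihbp1, which fell least of these 3 (-0.72). This argues against a lower EC share as the whole cause of the fall of these 3 markers. In the extended gCap list 8 of 14 members were lower and 3 were higher.

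Carry-over was tested for Fgfr1, which fibroblasts and mural cells express. Fibroblast markers rose by a median of 0.79 and mural markers by 1.17, and the log2 fold change of Fgfr1 was 1.10 with the fibroblast score in the model (adjusted p 0.000712) and 0.96 with the mural score (adjusted p 0.00724). Hyperoxia 3, with a fibroblast score of 0.0923 against 0.878 to 1.14 in the other 3, had 104 CPM of Fgfr1, inside their range of 91.9 to 112 CPM. Carry-over that follows either score is unlikely to be the whole cause. Epithelial markers rose by a median of 2.76, and with their score in the model Fgfr1 was 1.08 with an SE of 0.280 in place of 0.102. The score separates the groups almost as the treatment does, so the epithelial score and hyperoxia cannot be told apart for Fgfr1 by this model. Hyperoxia 3 goes against epithelial carry-over too, with an epithelial score of 1.37 (2.62 to 2.72 in the other 3) beside that level of Fgfr1, but a single library excludes nothing. Among the other 3 hyperoxia libraries, whose scores lay close together, Fgfr1 was lowest in hyperoxia 1 (91.9 CPM, score 2.72). Hyperoxia 2 had 99.7 CPM (2.71), and hyperoxia 4 had the most, 112 CPM, at the lowest score of these (2.62). The 4 normoxia libraries go the other way, since Fgfr1 fell among them in the order of the epithelial score. It was at 53.3 CPM in normoxia 1 (score 0.275) and 46.5 CPM in normoxia 3 (0.0160). In normoxia 2 it was at 40.2 CPM (-0.00495) and in normoxia 4 at 38.0 CPM (-0.286). Normoxia 1 also had the highest fibroblast and mural scores in normoxia. These libraries alone leave epithelial carry-over open, and a response of ECs to hyperoxia beside it. The study also reported a rise of Fgfr1 in ECs of its single-cell data, mainly in aCap cells, which bears on ECs directly. Its qPCR and Western blot also gave more FGFR1, in ECs isolated in the same way as here. Over the alternatives the adjusted p of Fgfr1 ran from 5.02e-27 (DESeq2) to 0.11 (edgeR with the epithelial score).

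For the PI3K-Akt upstream list the adjusted p was 3.67e-09 with the fibroblast score and 5.95e-06 with the mural score, which argues against carry-over that follows either as the whole cause. With the epithelial score it was 0.0739, and for this list too that score and hyperoxia cannot be told apart. The core list of the pathway did not move in 1 direction, with 5 of its 28 transcripts higher and 6 lower, and phosphorylation was not measured in these data.

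The study reported no significant difference in endothelial FGFR2, from the sequencing, its single-cell data and qPCR. Its rule for calling genes from the sequencing was a p-value under 0.05, not stated as adjusted, and a minimum fold change. The qPCR did not use that rule. In these counts Fgfr2 was not called either. Its log2 fold change of 0.25 was past the p threshold but below the fold change required, and it was 0.15 (adjusted p 0.244) and 0.14 (adjusted p 0.452) with the fibroblast and the mural score. Over its alternatives the adjusted p ran from 0.000345 to 1.

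In 5 libraries Xist and Y-linked genes were both present. Their Xist level as a share of the female library plus their Y level as a share of the mean of the 2 male libraries had a median of 1.01 (0.948 to 1.05), in line with pups of both sexes in 1 library. The Y share ran from 0.367 to 0.590. The labels do not state whether pups were pooled, and the female reference is 1 library.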
